# Global tissue-specific transcriptome analysis of *Citrus sinensis* fruit across six developmental stages

**DOI:** 10.1038/s41597-019-0162-y

**Published:** 2019-08-21

**Authors:** Guizhi Feng, Juxun Wu, Hualin Yi

**Keywords:** Plant molecular biology, Plant development

## Abstract

*Citrus sinensis* fruit is a type of nonclimacteric fruit that mainly consists of four tissues: the epicarp, albedo, segment membrane and juice sac. The fruit quality is determined by the characteristics of these four tissues. However, our knowledge of the molecular processes that occur in these four tissues during citrus fruit development and ripening is limited. Tissue-specific transcriptomes provide a comprehensive and detailed molecular regulatory network of citrus fruit development and ripening. In our study, we collected four types of tissue from *C*. *sinensis* fruits at six developmental stages. A total of 72 libraries were constructed from 24 samples (each sample had three replicates), and the transcriptomes were sequenced by an Illumina HiSeq 4000. The comprehensive analyses of the transcriptomes from the four tissues and six developmental stages presented here provide a valuable resource for the discovery of the molecular networks underlying citrus fruit development and ripening.

## Abstract (summary)

**Table:** 

Design Type(s)	transcription profiling design • organism part comparison design • organism development design
Measurement Type(s)	transcription profiling assay
Technology Type(s)	RNA sequencing
Factor Type(s)	biological replicate • fruit part
Sample Characteristic(s)	Citrus sinensis • exocarp • albedo • membrane organ • juice sac tissue

Machine-accessible metadata file describing the reported data (ISA-Tab format)

## Background & Summary

Citrus, a nonclimacteric fruit, is widely cultivated worldwide. Citrus is mainly composed of the inedible epicarp (EP) and albedo (AL) and the edible segment membrane (SM) and juice sac (JS). The development and ripening of citrus fruit is a complex and sophisticated regulatory process that can be divided into three stages: cell division stage; expansion stage involving cell enlargement and water, sugar accumulation; and ripening stage^1^. At present, most studies investigating citrus fruit development and ripening are based on the organ-wide or mixed-tissue level, which inevitably obscures many tissue-specific phenomena. Therefore, a systematic study of the different tissues and periods within the same citrus fruit can help us to more clearly understand the developmental characteristics of different tissues and their interrelationships.

The analysis of tissue-specific expression profiles avoids the potential dilution of location-specific regulation and has been proven to effectively reveal otherwise undetectable biological pathways and regulatory networks^2^. In recent years, tissue-specific transcriptomes have been used in many types of plants. Through the transcriptome analysis of multiple tissues in young tomato plants, the unique developmental regulation of tomato seed was discovered^3^. The association between the transcriptome of 23 tissues of cucumber and volatile organic compounds in cucumber was screened to select a group of candidate genes that may be involved in the synthesis of volatile substances in cucumber^4^. Through the transcriptome analysis of different structures of maize seed, the key role of MRP-1 (MYB-Related Protein-1) in maize endosperm development was found^5^. By analyzing the transcriptome data of five developmental stages and five tissues of strawberry, it was found that the role of the endosperm and seed coat in auxin and gibberellin biosynthesis for fruit set is more prominent than that of the embryo^6^. The mechanisms underlying fruit development and ripening are unique among different fruit types. A comprehensive transcriptome profile of the tissue types and stage types can reveal the enormous diversity in gene expression associated with tissue type and developmental stage. Anatomically, we usually divide citrus into four tissues: EP, AL, SM, and JS. Different tissues play different roles in the development and maturation of citrus fruits. The development of the EP determines the appearance of the fruit, and the metabolism of carotenoids plays an important role in this process^7,8^; the development of the AL determines how easy it is to peel the fruit, the hardness of the fruit, etc. SM directly determines the chewiness of the fruit, and cell wall metabolism plays an important role in this process^9^; the JS stores large amounts of sugars and organic acids. Sucrose enters the JS after unloading at the SM phloem^10,11^. A large amount of organic acid is accumulated in the JS, 90% of which is citric acid^12^. Currently, our understanding of the underlying molecular mechanisms involved in these processes is limited.

In this study, we performed transcriptome sequencing of four tissues (EP, AL, SM and JS) throughout the development and ripening stages (50, 80, 120, 155, 180 and 220 days after flowering (DAF)) of the navel orange fruit. After we removed low-quality sequencing data, we obtained a total of 549 Gb (G bases) of transcriptome data from the collected samples (no less than 6 Gb per sample). We describe how we collected and processed samples, extracted mRNA, built a cDNA library, controlled the quality of transcriptome data, aligned the data to a reference genome, and performed correlation analysis between samples. Finally, we describe how we obtained reliable data for use in subsequent analysis and future research. All the experimental processes involved in the paper are shown in Fig. 1a.

**Fig. 1:**
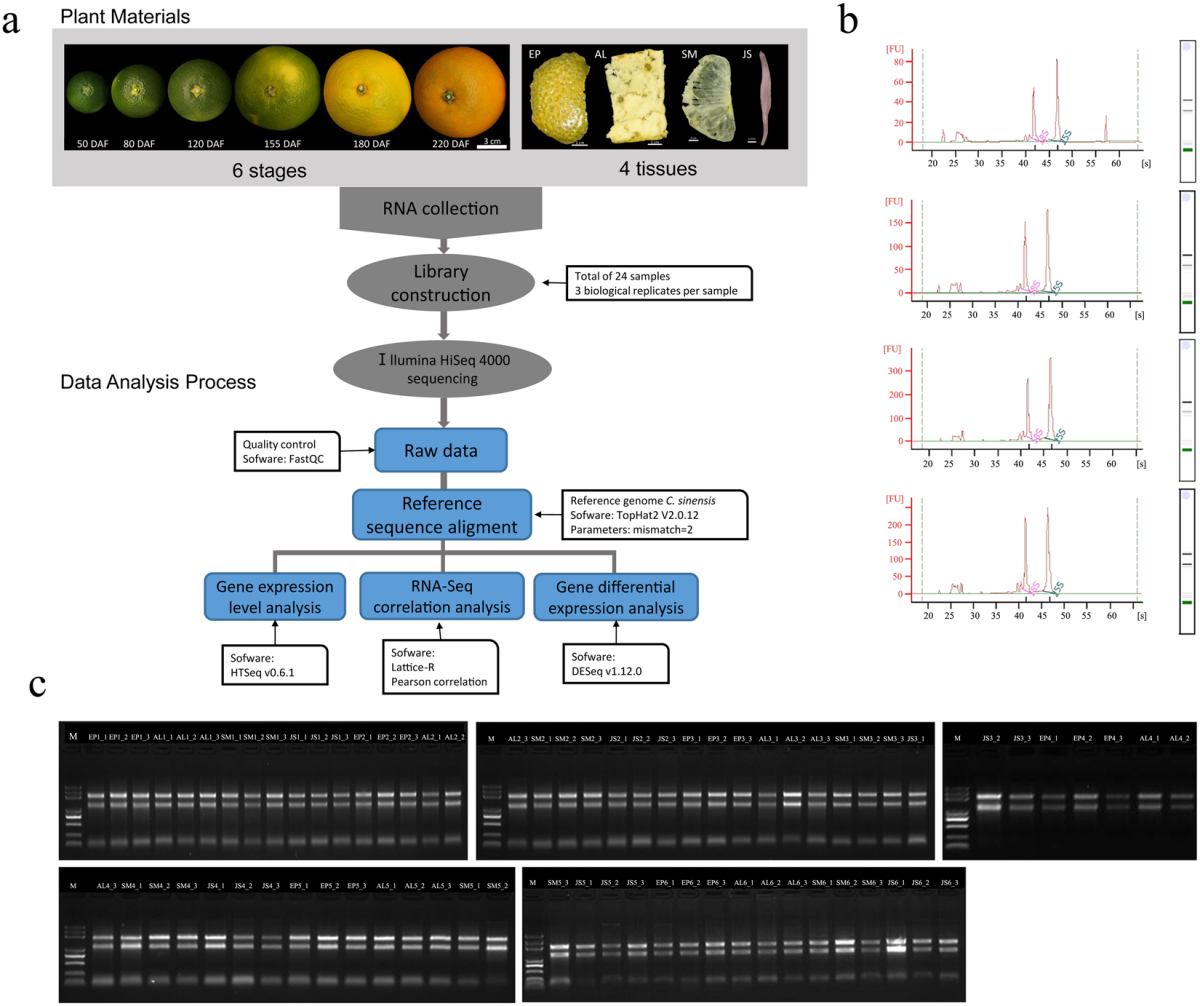
Study work flow from sample preparation through sequence processing. (**a**) Schematic overview of the study. (**b**) Presequencing RNA quality control check with a Bioanalyzer 2100 system, and example results for EP, AL, SM, and JS samples show good quality RNA for library preparation. (**c**) RNA from 72 tissues analyzed by agarose gel electrophoresis. M, Marker DL2000. In all figures that follow, the samples are named “Tissue_stage_replicate” or “Tissue_stage”. EP_1_1 means replicate 1 of the epicarp at stage 1. AL_2 means the albedo sample at stage 2.

## Methods

### Overview of experimental design

Fruit samples of the ‘Fengjie 72-1’ navel orange (*C*. *sinensis* L. Osbeck) were harvested after the second physiological fruit-falling period (50 DAF), expansion period (80, 120 and 155 DAF), coloring period (180 DAF) and full-ripening period (220 DAF). Four fruit tissues (EP, AL, SM and JS) were manually dissected at every stage, rapidly frozen in liquid nitrogen and kept at −80 °C. The experimental design and analysis pipeline are shown in Fig. 1a. After the extraction of the total RNA, a total of 72 libraries were constructed from 24 samples (each sample had three replicates). A total of 72 transcriptome profiles were obtained by RNA-seq using an Illumina HiSeq^TM^ 4000 sequencing platform. Subsequently, the clean reads filtered from the raw reads were mapped to the reference genome of *C*. *sinensis*^13,14^ (http://citrus.hzau.edu.cn/orange/index.php). The gene expression analyses were performed with HTSeq^15^, and the differential expression analyses were performed with DESeq2^16,17^.

### Sample collection

We selected a total of 9 trees (3 trees as one biological replicate) to collect samples. These nine trees were grafted on the same rootstock *Poncirus trifoliata* (L.) Raf and cultivated in the same orchard (Fengjie, Chongqing City, China). At each stage, four fruits were sampled from each tree, and a total of 12 fruits were mixed as one biological replicate for each sample. After the fruit was sampled from the tree, the EP was quickly cleaned with distilled water and dried with a sterile gauze. Subsequently, the EP was gently scraped with a scalpel. Then, the residual EP was removed, and the AL was separated. This step ensured that there were no residual colored substances or internal tissues on the AL. Finally, the SM and JS were separated. The JS was gently scraped from the SM, and the SM was rinsed with distilled water to remove the residual JS liquid. All of the above anatomical and tissue acquisition steps were rapidly performed in a low temperature environment created by crushed ice, and the separated tissues were quickly treated with liquid nitrogen and stored at −80 °C.

### RNA extraction, library construction, and RNA sequencing

In total, 72 materials (3 biological replicates per sample) were used to extract total RNA, as previously described^18^. In brief, the RNA extraction protocol includes two parts: rough extraction and purification extraction. Rough extraction: approximately 0.5 g sample powder ground in liquid nitrogen is transferred to a 10 ml centrifuge tube with 5 ml Trizol Buffer; add 3 ml chloroform, shake 30 s, then stand at room temperature for 10 min; subsequently, add an equal volume of pre-cooled isopropanol, mix gently and stand for 10 min; discard the supernatant and soak in 3 ml of pre-cooled 75% ethanol for 1 h; next, centrifuge at 12000 rpm for 4 min at 4 °C, then discard the ethanol and dry it in air. Purification extraction: add 800 ul TESAR into the 10 ml centrifuge tube with RNA precipitate and vortex it; then, add 800 ul AQ/CTAB and 800 ul Bu/CTAB and vortex for 15 min; next, transfer it into two 1.5 ml centrifuge tubes and centrifuge at room temperature for 6 min; the supernatant is transferred to a 1.5 ml centrifuge tube, and add 350 ul NaCl (0.2 mol/L), vortex for 1 min, centrifuge at room temperature for 15 min; after carefully pipette the supernatant into a 1.5 ml centrifuge tube, add 50 ul NaAC (3 mol/L) and 1 ml pre-chilled ethanol, mix gently, and freeze at −20 °C for 1 h; at the end, centrifuge at 13200 rpm for 30 min at 4 °C, discard the supernatant, and dissolve it in 40 ul DEPC water. The quality of RNA was detected by agarose gels (Fig. 1c). RNA purity (OD260/280 ratio) was checked using a NanoPhotometer® spectrophotometer (IMPLEN, CA, USA); RNA concentration was measured using a Qubit® RNA Assay Kit in Qubit® 2.0 Flurometer (Life Technologies, CA, USA). RNA integrity was assessed using a RNA Nano 6000 Assay Kit on a Bioanalyzer 2100 system (Agilent Technologies, CA, USA). Total RNA with RIN ≥6.5 was used for cDNA library construction (Fig. 1b and Online-only Table 1).

A total of 3 μg of RNA per sample was used as the input material to construct the cDNA library. The sequencing libraries generated using NEBNext® Ultra™ RNA Library Prep Kit for Illumina® (NEB, USA) were added to the attribute sequence for each sample according to the manufacturer’s recommendations^19,20^. Briefly, mRNA was purified from total RNA using magnetic beads attached to a poly-T oligo and cleaved using a divalent cation in the NEBNext strand synthesis reaction buffer (5X) in the a first elevated temperature. First-strand cDNA was synthesized using random hexamer primers and M-MuLV reverse transcriptase (RNase H-). Next, second strand cDNA synthesis was performed with DNA polymerase I and RNase H. Exonuclease/endonuclease/polymerase activity joined the protruding end into blunt end. NEBNext 3′ end polyadenylation of the DNA fragments resulted in the hairpin loop structure of the connection adapter in preparation for hybridization. To select cDNA fragments of preferably 150–200 bp in length, the library fragments were purified using the AMPure XP system (Beckman Coulter, Beverly, USA)^21^. The cDNA ligated with the size-selected linker was then ligated with 3 μl of USER enzyme (NEB, USA) for 15 minutes at 37 °C and then at 95 °C for 5 minutes before PCR. Then, polymerase Phusion high-fidelity DNA, universal PCR primers and index (X) primer were added for PCR. Finally, PCR enrichment was performed to obtain a final cDNA library. After the library was constructed, preliminary quantification was performed using Qubit 2.0, and the library was diluted to 1 ng/µl. Then, the insert size of the library was detected using Agilent 2100. After the insert size was verified, Q-PCR was performed. The effective concentration of the library was accurately quantified (effective library concentration >2 nM) to ensure library quality.

The libraries were combined into paired pools, and double-end sequencing was performed by sequencing the cDNA product that was reverse transcribed into a small fragment of 150–200 bp using a HiSeq 4000 instrument (Illumina, San Diego, USA) at Novogene Company (Beijing, China). The raw data files obtained from high-throughput sequencing were converted to the original sequence by CASAVA Base Calling analysis^22^. The results were stored in a FASTQ file.

### Preprocessing of sequencing data

The raw data obtained by sequencing was filtered by removing the reads with adapters, reads with N (N means that the base information cannot be determined) greater than 10%, and low-quality reads (Qphred <=20 bases account for more than 50% of the entire read length The reads) to get clean reads^23,24^ (Fig. 2a). Then, the quality-controlled reads (clean reads) of the 72 transcriptome libraries were mapped to the reference genome of *C*. *sinensis*^13^. TopHat (v2.0.12)^14^ was used as the mapping tool. First, the entire obtained sequence was aligned to the genomic exon, and the obtained sequence was then segmentally aligned with the two exons of the genome^24^. The statistical comparisons of the reads with the reference genome are shown in Online-only Table 1. Because the reference genome is generated from the dihaploid DNA of sweet orange and the assembled sequence only covers 87.3% of the estimated orange genome^13^, the rates of uniquely mapped reads of 72 navel orange transcriptome libraries ranged from 67.74% to 76.46% are in the normal range. Samtools was used to convert the .*sam* file to a .*bam* file with the default parameters. The count matrix file was imported into DESeq2^16,17^ for differential expression analysis. The Benjamini and Hochberg method was used to adjust the *P* value obtained to control the false discovery rate. The gene expression levels were calculated by the FPKM (Fragments Per Kilobase of transcript per Million mapped reads) method using HTSeq^15^ (v0.6.1).

**Fig. 2:**
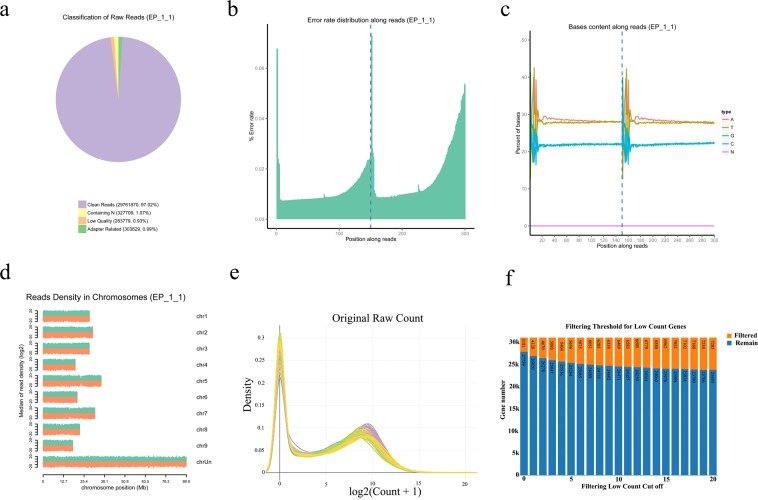
Global assessment of transcriptome data. Example results for (**a**) sequencing error rate distribution, (**b**) A/T/G/C content distribution, and (**c**) composition of raw data, and (**d**) the density distribution of reads on the chromosome, which show the good quality of the transcriptome libraries. (**e**) Distribution density of original raw counts. The x axis is log_2_ (count +1), and the y axis is the density. (**f**) Filtered genes with a total read count below the thresholds. Max threshold = 20.

## Data Records

The RNA-Seq raw data of 72 samples were deposited in NCBI Sequence Read Archive with accession number SRP182638^25^. The file of gene expression level was deposited in NCBI Gene Expression Omnibus (GEO) with accession number GSE125726^26^.

## Technical Validation

### Quality control

The original sequence obtained after sequencing was used for subsequent analysis after a series of quality control analyses. 

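The 72 libraries came from 4 tissues of the ‘Fengjie 72-1’ navel orange at 6 stages, with 3 biological replicates of each of the 24 samples. The EP is the coloured outer peel, the AL the white spongy inner peel, the SM the wall of each segment, and the JS the vesicles inside the segment that hold the juice. In the paper, stages 1 to 6 were 50, 80, 120, 155, 180 and 220 DAF. The sample labels give 150 DAF for stage 4, and they also give another amount of input RNA and another fragment length. By the paper, 9 trees of 1 orchard were divided into groups of 3 trees, each group being a biological replicate, and fruits of every tree were picked at each stage. The paper does not say which group a replicate number stands for. The tests were made without a block, and the replicate number was used as a block in an alternative. By the paper's table, the RIN was 6.4 to 8.4 in the EP, 6.4 to 8.2 in the AL, 7.4 to 9.2 in the SM and 7.3 to 9.7 in the JS. Replicates 2 and 3 of EP5 and replicate 1 of AL1 had a RIN of 6.4, below the limit that the paper states.
The authors mapped the clean reads with TopHat v2.0.12 and gave the expression level of each gene as FPKM with HTSeq v0.6.1, and the submitters' processing notes also name Cufflinks. The table holds 30940 genes. Of their IDs, 23393 start with Cs, 6013 with orange1.1t and 1534 with neither. The files do not pair these IDs with gene names, and 0 of them matched the locus tags, accessions or symbols of the reference table of C. sinensis genes, so genes are given by ID and no pathway was tested. Low FPKM values of a gene step in whole multiples of 1 fragment. These steps gave whole fragments, within 0.0001 of a fragment, for 27759 of the 27759 genes above 0 in some library. By them, the FPKM values rest on 16061268 to 22497152 fragments per library in the EP (median 19982295), 16451005 to 22596980 in the AL (median 18862734), 15876421 to 23284355 in the SM (median 19231343) and 15365222 to 25424359 in the JS (median 19421799). The paper's table gives 40632284 to 63669642 total reads per library, of which 67.74% to 76.46% mapped uniquely. The FPKM values were taken as deposited, with no further scaling between libraries, and compared on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM. Differentially expressed genes were called with limma at a Benjamini-Hochberg adjusted p under 0.05 among genes with an FPKM of at least 1 in at least 3 of the libraries compared.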

First, the distribution of the sequencing error rate was evaluated (Fig. 2b). The error rate of each sequenced base was determined by the Phred score (Q_phred_) with the formula (1: Q_phred_ = −10 log_10_(e)), and the Phred value is passed through a base calling analysis. The probability model showed that this model can accurately predict the error rate of base discrimination. Subsequently, the distribution of A/T/G/C content was inspected to detect the presence or absence of AT and GC separation (Fig. 2c). At the same time, the Q20, Q30 and GC contents of the clean data were calculated (Online-only Table 1). The clean data obtained by filtering the raw data and the clean reads were compared to the chromosome (Fig. 2d).

The raw count was homogenized for all samples by log_2_ (count +1), and distribution density statistics were performed (Fig. 2e). The raw counts of all samples were screened with a maximum screening threshold of 20, and the number of genes under different screening thresholds was counted^27,28^ (Fig. 2f). Additionally, the count matrix was clustered to generate clustered heat map with the lattice-R package, and the correlation coefficient was calculated with Pearson correlation. 

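Over the EP, AL, SM and JS libraries, 3181 of the 30940 genes had no fragment in any library. The fragments recovered from the FPKM values were summed over the 72 libraries for each gene. A threshold of 5 total fragments left out 5656 genes, a threshold of 10 left out 6469 genes, and the highest threshold of 20 left out 7285 genes and kept 23655. Single libraries expressed fewer genes than this sum over all tissues and stages. On average, 15464 ± 820 genes (SD, n = 72) had an FPKM of at least 1 and 19356 ± 854 genes (SD, n = 72) had an FPKM of at least 0.1. The sum counts fragments over libraries of unequal depth, so it measures detection in the whole set and not expression in a tissue.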

The results showed a good correlation between the three biological replicates of the different samples (Fig. 3a).

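Replicate libraries of a tissue and stage were closer to each other than to the other samples, with AL2 and AL3 the loosest groups. Over the 27759 genes above 0 in some library, Pearson's r of log10(FPKM + 1) was 0.984 ± 0.013 (SD, n = 72 pairs) between replicates and 0.892 ± 0.044 (SD, n = 2484 pairs) between libraries of different samples. Libraries of different stages of the same tissue had a mean r of 0.921. Among different tissues at the same stage, SM and JS were closest (mean r = 0.958), followed by AL and SM (0.948), and EP and SM were farthest apart (0.891). In AL2, replicate 1 had an r of 0.946 and 0.934 with its replicates, which had an r of 0.976 with each other. In AL3, replicate 1 had an r of 0.927 and 0.95, against 0.978 between the others. For 3 of the 72 libraries, the most correlated library belonged to another sample. Replicate 1 of EP2 was closest to replicate 3 of EP3 (r = 0.971), replicate 1 of AL2 to replicate 1 of AL4 (r = 0.977), and replicate 1 of AL3 to replicate 2 of AL2 (r = 0.963). These correlations are across genes, which are not independent replicates.

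**Figure D1:**
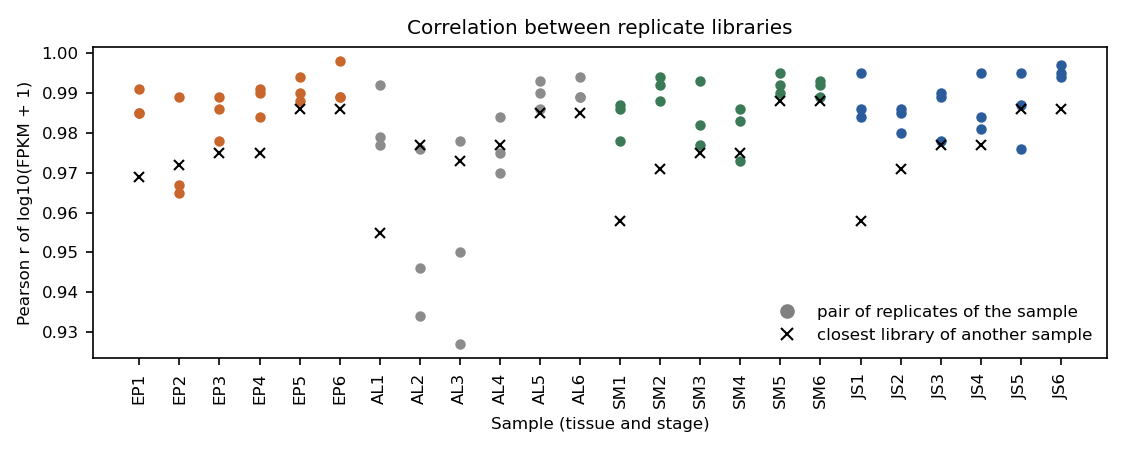
Pearson's r of log10(FPKM + 1) for the 3 pairs of replicates of each sample (dots, coloured by tissue) and the highest r of any of its libraries with a library of another sample (crosses). The lowest replicate pairs, down to 0.927, belong to AL2 and AL3.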

**Fig. 3:**
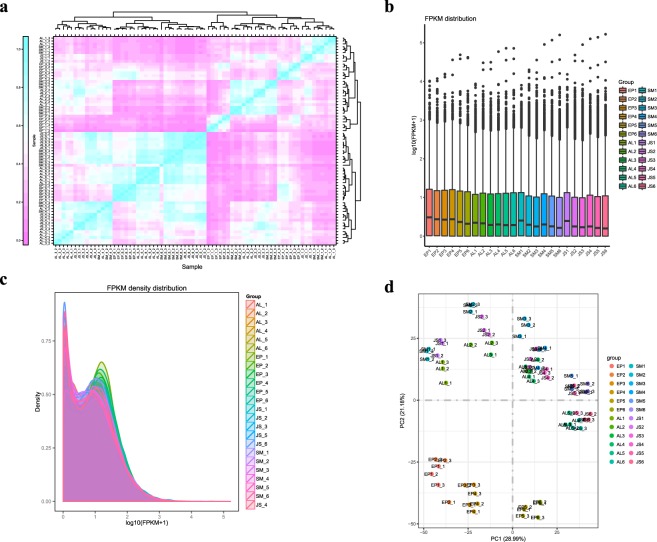
Analysis of global gene expression among fruit tissues. (**a**) Biological replicate sample correlation analysis. (**b**) Boxplot shows different sample FPKM distributions. The y axis is log_10_ (FPKM +1). (**c**) Intuitive display genes expressed at different FPKM levels. The x axis is log_10_ (FPKM +1), and the y axis is the density of the gene. (**d**) Two-dimensional PCA analysis with nonmetric multidimensional scaling (NMDS).

### Analysis of RNA-seq data

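Fewer genes reached an FPKM of 1 at stage 6 than at stage 1, and a few genes took a larger share of the FPKM. In the EP, 17101 ± 103 genes (SD, n = 3) had an FPKM of at least 1 at stage 1 and 15613 ± 59 at stage 6. In the JS, the number was 16285 ± 84 (SD, n = 3) at stage 1 and 14428 ± 176 at stage 6, and in the SM 16437 ± 133 and 14460 ± 437. The AL had 15884 ± 134 genes (SD, n = 3) at stage 1 and 15268 ± 99 at stage 6. Over all stages, 16404 ± 511 genes (SD, n = 18) reached this level in the EP, 15347 ± 367 in the AL, 15206 ± 721 in the SM and 14900 ± 730 in the JS. The 10 highest genes of a library held 6.9% ± 0.3 of the FPKM sum (SD, n = 3) in SM1 and 31% ± 1.9 in SM6. Their share went from 9.1% ± 1.9 in EP1 to 18.1% ± 0.9 in EP5 and 17% ± 0.4 in EP6, from 7.9% ± 0.9 in AL1 to 22.7% ± 1.9 in AL6, and from 9.5% ± 0.4 in JS1 to 30.9% ± 1.6 in JS6. Cs1g07330 was the highest gene in 52 of the 72 libraries. The median FPKM of the libraries ranged from 0.47 to 2.12 over all genes and the upper quartile from 7.33 to 15.8. FPKM values are relative to the other genes of a library, so a larger share in a few genes lowers the FPKM of the rest. How much of the fall in the number of genes comes from that was not separated, as no count was made after scaling. No test was made of these values.

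**Figure D2:**
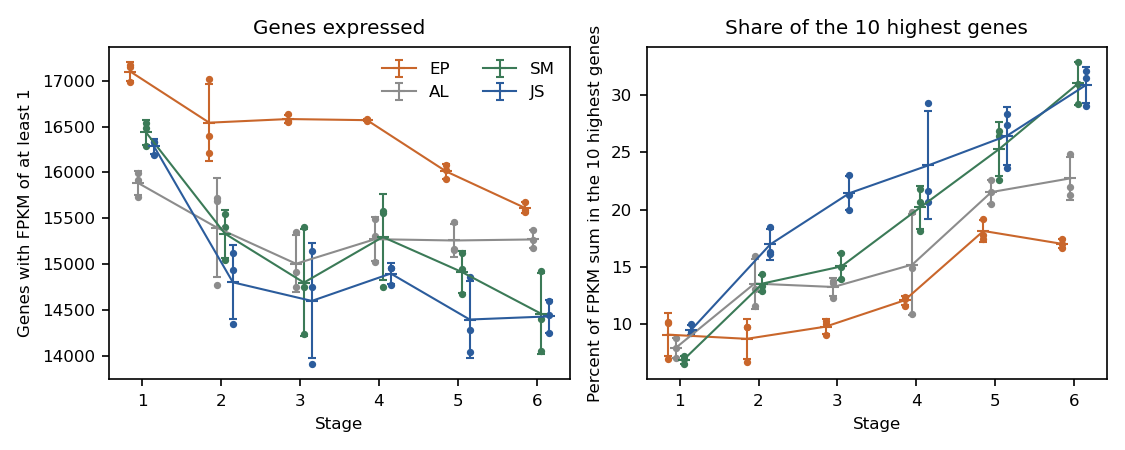
Left, number of genes with an FPKM of at least 1 in each library (dots) by stage, with the mean and SD of the 3 replicates as lines and bars for EP, AL, SM and JS. Right, percent of the FPKM sum in the 10 highest genes of each library, which reaches 31% in SM6 and 30.9% in JS6.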

First, we calculated the FPKM distribution density of all samples (Fig. 3b,c). Additionally, the FPKM value of the gene in the sample was used as the input data for nonmetric multidimensional scaling (NMDS)^29^ to reduce and realign the data in a visual low-dimensional space, which was maximized in a plane scatter plot (Fig. 3d). The x-axis reflects the extent of the relationship between the biological replicates. Moreover, we found that the EP was more independent than the other three tissues, and the differences between tissues were greater than those between developmental period, while AL, SM, and JS showed large differences between periods. 

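The EP was farther from the AL, SM and JS than these tissues were from each other at 6 of 6 stages. The mean distance between sample means on the log2(FPKM + 1) scale was 167.5 from EP to the other tissues and 113.7 among AL, SM and JS, a difference of 53.8 ± 12.4 (SD, n = 6 stages; exact sign-flip permutation test, two-sided, p = 0.03125, the smallest p that 6 stages allow). The EP was picked because the paper had found it apart in these same libraries, and the p makes no allowance for that choice. By the paper, the same trees were sampled at each stage, so the 6 stages are not independent units. The difference was largest at stage 4 (71.2) and smallest at stage 6 (37.8). Distances from the EP were 160.6 ± 19.5 (SD, n = 6 stages) for the AL, 173.4 ± 12.1 for the SM and 168.4 ± 14.6 for the JS. On the second principal component, which held 21.77% of the variance after 29.46% on the first, EP libraries lay between 36.9 and 111.1, AL libraries between -58.8 and 42.2, SM libraries between -96.5 and 7.0, and JS libraries between -88.0 and 29.8. A permutational partition of the distances between the 72 libraries gave 35.3% of the variation to tissue, 38.8% to stage, 15.4% to their interaction and 10.5% to the spread between replicates. With 4 tissues and 6 stages, the terms differ in degrees of freedom, and the pseudo-F, which takes these into account, was 53.8 for tissue and 35.4 for stage. Within a tissue, stage held 83.2% of the variation in the EP, 76.7% in the AL, 87.9% in the SM and 87.5% in the JS. Each share of tissue, stage and interaction had a permutation p of 1e-05, the smallest that the permutations drawn can give. The mean distance between stages was 122.8 in the EP, 134.9 in the AL, 142 in the SM and 136.5 in the JS. With a pseudocount of 0.1 in place of 1, the order of the shares turned, with 37.7% for tissue and 35.5% for stage. With Bray-Curtis distances, tissue held 27.8% and stage 47.2%, and the order of the pseudo-F turned, with 45.8 for tissue and 46.7 for stage.

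**Figure D3:**
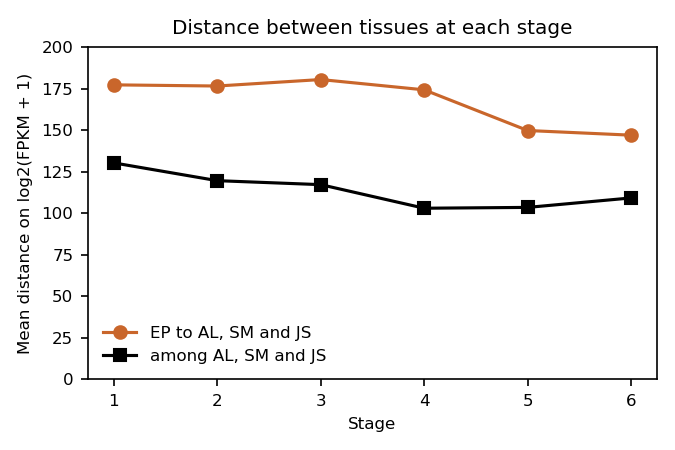
Mean distance between sample means on the log2(FPKM + 1) scale at each stage, from EP to AL, SM and JS (circles) and among AL, SM and JS (squares). The distance from EP is the larger at each of the 6 stages.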

The expression levels of individual genes were submitted to NCBI GEO^26^.

Genes with adjusted *P* values < 0.05 as determined by DESeq2^16,17^ were designated as differentially expressed genes^17,30,31^. The differentially expressed genes in different tissues and different stages during the development of navel orange were screened. The results of spatiotemporal differences in the genes are presented in the form of Venn diagram^32^ (Fig. 4a,b). At different levels, approximately 100 to 5000 differentially expressed genes were screened in the different tissues (Fig. 4a). 

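The largest numbers of changed genes between consecutive stages were those of the young fruit in the SM and JS, and the smallest were those of the AL in the middle of its development. Where any gene was called, the number of differentially expressed genes ranged from 392 in AL4 vs. AL3 to 9118 in SM2 vs. SM1. In the SM, the later comparisons gave 4365 (stage 3 vs. 2), 2193 (4 vs. 3), 2907 (5 vs. 4) and 1521 genes (6 vs. 5). In the JS, they gave 1961, 1484, 2257 and 2288 genes in the same order. The AL had 3442 genes in AL5 vs. AL4 and 1590 in AL6 vs. AL5. Of the genes called in AL4 vs. AL3, 261 were higher and 131 lower at stage 4. Counting only the genes called in a single comparison of their tissue, there were 117 in AL4 vs. AL3, 4584 in SM2 vs. SM1 and 4585 in JS2 vs. JS1, the ends of the range over the 19 comparisons other than AL3 vs. AL2. The limma test took in 14753 to 17173 genes, each comparison being judged against its own 6 libraries. The count for AL4 vs. AL3 fell to 0 without replicate 1 or 2 of AL4 (1789 and 1955 genes at an unadjusted p under 0.05), and to 2 without replicate 3 of AL3, while JS6 vs. JS5 reached 7094 genes without replicate 3 of JS5 and 508 without replicate 1. With the replicate number as a block, there were 722 genes in AL4 vs. AL3, 952 in AL6 vs. AL5, 1348 in SM4 vs. SM3 and 3003 in JS3 vs. JS2.
A single fit of all 24 groups gave 4565 genes in AL4 vs. AL3 and 8887 in AL2 vs. AL1, the most after SM2 vs. SM1. Of genes called in a single comparison, AL4 vs. AL3 had 236 with the block, where the fewest were 99 in SM4 vs. SM3 and in SM6 vs. SM5, 41 with no filter, and 1344 in the single fit, where SM6 vs. SM5 had 97. It had 0 such genes without replicate 1 or 2 of AL4 or replicate 3 of AL3, 36 without replicate 3 of AL4, 58 without replicate 1 of AL2 and 260 without replicate 1 of AL3. JS2 vs. JS1 had 2321, 2569 or 2451 without replicate 1, 2 or 3 of JS1, and SM2 vs. SM1 had 2843 without replicate 2 of SM1.

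**Figure D4:**
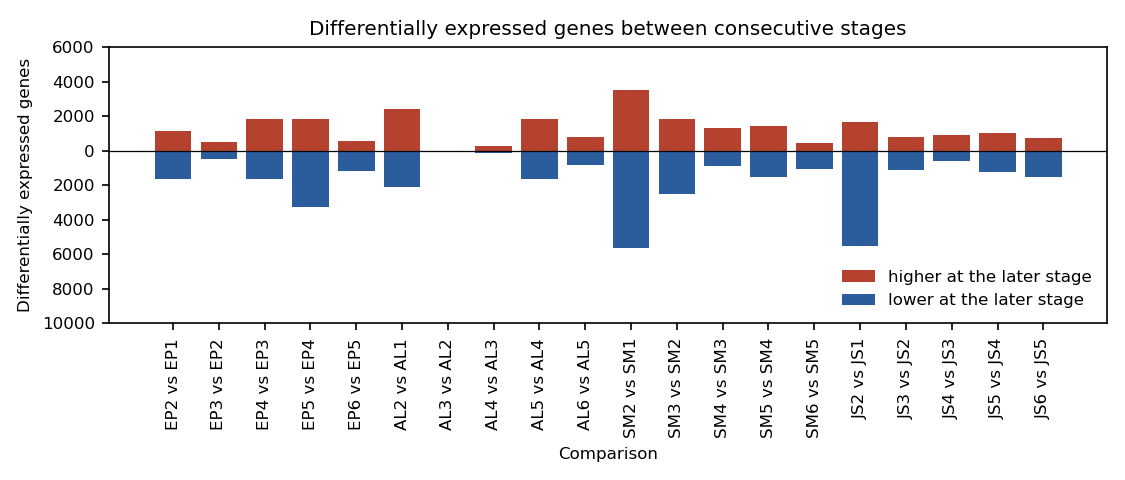
Differentially expressed genes between consecutive stages in each tissue, with genes higher at the later stage above 0 and genes lower at the later stage under 0. SM2 vs. SM1 has 3491 higher and 5627 lower genes, and JS2 vs. JS1 has 1672 and 5504.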

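In the EP, 5101 genes differed between the end of expansion (EP4) and colouring (EP5), of which 1846 were higher and 3255 lower in EP5. At least 2-fold changes were seen in 584 higher and 1298 lower genes. By the paper's table, the RIN was 8.4, 7.5 and 7.3 in EP4 and 7.4, 6.4 and 6.4 in EP5. Replicate 1 of EP5 had the lowest Q30 of the EP, at 89.11%. RNA and read quality were not separated from the stage in this comparison. Cs9g16640 had an FPKM of 78.9 ± 4.5 (SD, n = 3) in EP5 and 0.414 ± 0.217 in EP4, a log2 fold change of 5.83 (standard error 0.15, adjusted p = 3.4e-06 from limma). Cs6g12880 rose from 2.93 ± 3.11 to 134.1 ± 77.5 (SD, n = 3), a log2 fold change of 5.30 (standard error 0.63, adjusted p = 0.00121 from limma). Cs5g25590 was at 443.6 ± 150 (SD, n = 3) in EP4 and 7.22 ± 3.23 in EP5, and fell by 5.77 on the log2 scale (standard error 0.32, adjusted p = 0.000107 from limma). Cs5g18930 fell by 5.54 on the log2 scale, to 2.98 ± 1.61 (SD, n = 3). The other comparisons of the EP gave 2804 genes between stages 2 and 1, 973 between 3 and 2, 3507 between 4 and 3, and 1735 between 6 and 5. With the replicate number as a block, the counts were 1715 between stages 2 and 1, 1524 between 3 and 2, and 3195 between 6 and 5. After each library was divided by its median ratio to the geometric mean library, 51.9% of the genes called in EP5 vs. EP4 were lower in EP5, in place of 63.8%. The count for EP5 vs. EP4 was 2695 without replicate 2 of EP4, and 2722 and 3175 without replicates 1 and 2 of EP5, below 2804 or 3507 genes in another comparison of the EP. EP2 vs. EP1 had the larger count of the pair in a single fit of all 24 groups (5282 against 4310 genes) and when replicate 1 of EP2, the library closest to an EP3 library, was left out (6298 genes).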

In the EP, the number of differentially expressed genes identified in the EP5 vs. EP4 comparison was the highest. In contrast, AL, SM and JS appeared to have the largest number of differentially expressed genes between Stage 2 and Stage 1. In particular, we did not screen for differentially expressed genes in AL3 vs. AL2 (Fig. 4a). Furthermore, at the tissue level, we compared the AL, SM, and JS at different developmental stages with EP (EP as a control), and different comparison combinations identified approximately 1000 to 3000 differential genes (Fig. 4b). 

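Between stages 1 and 2, 4523 genes changed in the AL (2425 higher and 2098 lower at stage 2), 9118 in the SM (3491 higher and 5627 lower) and 7176 in the JS (1672 higher and 5504 lower). Cs6g05140 rose in all 3 tissues. Its FPKM went from 8.59 ± 10.2 to 1071 ± 597 (SD, n = 3) in the AL, from 4.92 ± 1.31 to 1430 ± 207 in the SM and from 4.47 ± 1.54 to 872.3 ± 272 in the JS. The log2 fold changes were 7.12 (standard error 0.80, adjusted p = 0.0024 from limma), 7.93 (standard error 0.19, adjusted p = 4.79e-08) and 7.32 (standard error 0.29, adjusted p = 3.97e-06). Cs2g07250 was at 513.2 ± 267 (SD, n = 3) in AL1 and 2.38 ± 3.27 in AL2, and at 163.9 ± 33.2 in SM1 and 0.239 ± 0.23 in SM2. It fell by 7.58 on the log2 scale in the AL (adjusted p = 0.00157 from limma) and fell by 7.05 in the SM (adjusted p = 1.93e-07). In the SM, Cs5g18500 rose by 6.25 (standard error 0.75) and Cs1g24440 fell by 7.10 (standard error 0.25) on the log2 scale. In the JS, Cs4g13870 rose from 1.15 ± 0.213 to 297.4 ± 272 (SD, n = 3), and Cs5g17950 went from 102.5 ± 18.5 to 0.882 ± 0.224. The share of lower genes followed the scaling of the libraries. With each library divided by its median ratio, it was 64.9% in place of 46.4% in the AL, 52.1% in place of 61.7% in the SM and 51.9% in place of 76.7% in the JS. In the AL it was also 52.2% with the replicate number as a block, and 52.1% to 59.3% without any replicate of AL1 or replicate 2 or 3 of AL2. Without replicate 1, 2 or 3 of AL1, the AL count was 1761, 1607 or 1489, and without replicate 3 of AL2 it was 2915. The JS count was 4272, 4689 or 4454 without replicate 1, 2 or 3 of JS1.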

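In the AL, 0 of 15541 genes passed limma's adjusted p of 0.05 between stages 2 and 3, and 192 genes had an unadjusted p under 0.05. The fragments recovered from the FPKM values, tested with limma-voom, also gave 0 genes, with 179 at an unadjusted p under 0.05. Between the same stages, 973 genes were called in the EP, 4365 in the SM and 1961 in the JS, but the difference in this change between tissues was not tested. A single fit of all 24 groups, which share 1 estimate of the spread, called 160 genes in the AL, of which 23 were higher and 137 lower in AL3. When replicate 1 of AL2 and replicate 1 of AL3 were left out, a choice made after seeing that each was closest to a library of another sample, 424 genes were called, of which 174 were higher and 250 lower in AL3. Leaving out replicate 1 of AL2 alone gave 0 genes (824 at an unadjusted p under 0.05), as did leaving out replicate 1 of AL3 alone (854).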

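Against the EP of the same stage, the AL, SM and JS had more genes at a lower level than at a higher level. The number of differentially expressed genes was 10495 in the AL, 9547 in the SM and 10671 in the JS at stage 1, and 6778, 11008 and 9856 at stage 6. The fewest, 3317, were found in AL2 vs. EP2. With the replicate number as a block, AL2 vs. EP2 had 4634 genes and the fewest were 3818 in AL3 vs. EP3. In a single fit of all 24 groups, AL2 vs. EP2 had 7635 and the fewest were 5232 in AL5 vs. EP5. Over all stages, Cs4g09550 had an FPKM of 1720 ± 1260 (SD, n = 18) in the EP and 1.50 ± 1.41 in the AL, 2.17 ± 2.12 in the SM and 4.79 ± 4.54 in the JS. It fell by 9.21 in the AL, fell by 8.93 in the SM and fell by 8.29 in the JS on the log2 scale (standard error 0.13 in each, adjusted p = 2.3e-51, 8.02e-51 and 2.42e-49 from limma). The p-values of tissue averages take the libraries as independent, though the same trees were sampled at each stage. They measure the spread between libraries and not that between separate trees. The gene orange1.1t01993 was at 574.1 ± 391 (SD, n = 18) in the EP, 1.64 ± 2.51 in the SM and 0.55 ± 0.417 in the JS. Cs7g12610 was higher in the AL, at 1143 ± 787 (SD, n = 18) against 34.7 ± 23.4 in the EP. Cs5g17820 was higher in the SM (182 ± 57.1 against 0.123 ± 0.116, SD, n = 18; log2 fold change 7.29, standard error 0.19, adjusted p = 6.73e-38 from limma). Cs2g04770 was higher in the JS (318.7 ± 157 against 0.272 ± 0.332, SD, n = 18; log2 fold change 7.86, standard error 0.13, adjusted p = 3.22e-47 from limma). Counting the genes called in only 1 of the 3 tissues at a stage, the numbers ranged from 341 in AL2 vs. EP2 to 2688 in JS4 vs. EP4, but the comparison at either end changed with the setting. With the block, AL2 vs. EP2 had 626 such genes, and the ends were 224 in AL3 vs. EP3 and 2656 in JS1 vs. EP1. In the single fit, AL2 vs. EP2 had 1058, and the ends were 628 in AL5 vs. EP5 and 3354 in SM6 vs. EP6. AL2 vs. EP2 had 212, 153 or 204 such genes without replicate 1, 2 or 3 of EP2, 221, 158 or 113 without replicate 1, 2 or 3 of AL2, and 526, 580 or 557 without replicate 1, 2 or 3 of SM2. AL3 vs. EP3, with 385, had 154, 133 or 225 without replicate 1, 2 or 3 of EP3 and 125 without replicate 3 of AL3, but 722 without replicate 2 of AL3 and 617 or 589 without replicate 2 or 3 of SM3. The most were 4042, in SM5 vs. EP5, without replicate 1 of JS5.
Lower genes made up 51.4% to 80.2% of the genes called (median 70.5% of 18 comparisons), with more lower than higher genes in 18 of 18. After each library was divided by its median ratio, the share was 47.1% to 64.9% (median 53.2%), with more lower genes in 14 of 18. In AL6 vs. EP6 it was 51.4%, but 49.5% with the replicate number as a block and 46.4%, 47.5% and 45.7% without replicate 1, 2 and 3 of EP6. In AL2 vs. EP2, 1171, 884 or 1089 genes were called without replicate 1, 2 or 3 of EP2, and in AL3 vs. EP3, 1042, 920 or 1451 without replicate 1, 2 or 3 of EP3 and 2711 without replicate 3 of AL3. AL4 vs. EP4 had 2758 genes without replicate 2 of EP4.

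**Figure D5:**
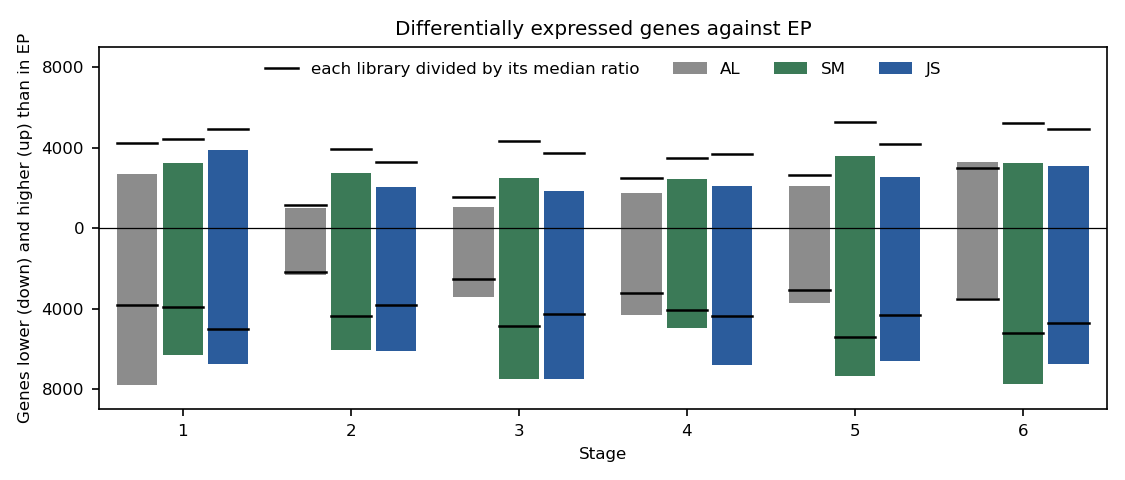
Differentially expressed genes of AL, SM and JS against EP at each stage, with genes higher than in EP above 0 and genes lower than in EP under 0. Black lines give the numbers after each library was divided by its median ratio, where the share of lower genes ranges from 47.1% to 64.9%.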

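Over the 6 stages, the mean number of genes that differed from the EP was 6154 for the AL, 9602 for the SM and 9354 for the JS. By the paper's table, the median RIN of the libraries was 7.4 in the EP, 7.45 in the AL, 8.5 in the SM and 9.0 in the JS. The replicates of AL2 and AL3 had the lowest mean r of all samples, at 0.952 each. The JS had more genes than the AL at 6 of 6 stages, by 3200 ± 1733 on average (SD, n = 6 stages; exact sign-flip permutation test, two-sided, p = 0.03125, the smallest that 6 stages allow). The SM had more than the AL at 5 of 6 stages, by 3448 ± 2667 (SD, n = 6; exact permutation test, p = 0.0625). The JS had more than the SM at 2 of 6 stages, and the mean of JS minus SM was -248 ± 1288 (SD, n = 6; exact permutation test, p = 0.625), a difference within the spread between stages. Adjusted by Benjamini-Hochberg over these 3 comparisons, the permutation p-values were 0.09375, 0.09375 and 0.625. The SM minus AL difference reached p = 0.03125 with a replicate block (mean 3382) or median-ratio scaling (mean 3524, exact permutation tests), and the JS minus AL difference had p = 0.0625 in a single fit of all 24 groups (mean 2036).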

From the distribution of the number of differential genes, the overall comparison with the EP was JS > SM > AL, which indicates that the spatial distance of the tissue affects the difference in the gene expression of the fruit. A larger spatial distance is correlated with a more obvious the difference between tissues. Finally, we also screened for tissue-specific genes and sample-specific genes. We identified 825 differentially expressed genes in the EP, which is much more than the 219, 201, and 186 genes identified for AL, SM, and JS, respectively (Fig. 5a,b), which further illustrates the specific function of the EP. In addition, the maximum number of all four tissue sample-specific genes was observed in Stage 1 (Fig. 5c,d).

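The EP had the most tissue-specific genes under each criterion that was tried. With at least 4-fold higher expression than in each of the other tissues, 503 genes were specific to the EP, 3 to the AL, 5 to the SM and 29 to the JS. Novel00375 was at 3978 ± 4680 (SD, n = 18) in the EP and 895.1 ± 1710 in the AL, the next tissue. Its log2 fold change of 4.61 (standard error 0.27, adjusted p = 4.62e-22 from limma) is not the ratio of these means. It is the mean of the differences at the 6 stages on the log2(FPKM + 1) scale. The late stages weigh in it, with 260 in EP5 and 0.422 in AL5. At stage 1 the gene was at 9910 in EP1 and 4350 in AL1, which was above EP3 to EP6 (1590, 1850, 260 and 49.9). Cs9g07680 was at 2131 ± 2210 (SD, n = 18) in the EP, 456.2 ± 614 in the AL, 314.6 ± 329 in the JS and 94.8 ± 96.5 in the SM. Cs3g03335 was at 330.2 ± 214 in the AL and 82.5 ± 51.6 in the SM, and met the criterion in 10 of 17 settings. Cs1g17500 was at 202.2 ± 191 in the SM and 48.8 ± 73.4 in the JS, and Cs1g12560 at 759 ± 569 in the JS and 136.5 ± 120 in the SM (10 of 17 settings). The wide SDs hold the change over 6 stages. Of the EP-specific genes, 110 had their highest mean at stage 1, 109 at stage 2, 108 at stage 3, 99 at stage 4, 33 at stage 5 and 44 at stage 6. The paper's text names no criterion, and the counts depend on it. At least 2-fold higher expression gave 1624 genes in the EP, 96 in the AL, 58 in the SM and 182 in the JS. The index tau of at least 0.85 gave 967, 92, 72 and 145, and a pseudocount of 0.1 gave 1225, 20, 23 and 68. From the larger number of specific genes in the EP, the paper reasons that the EP has a specific function.

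**Figure D6:**
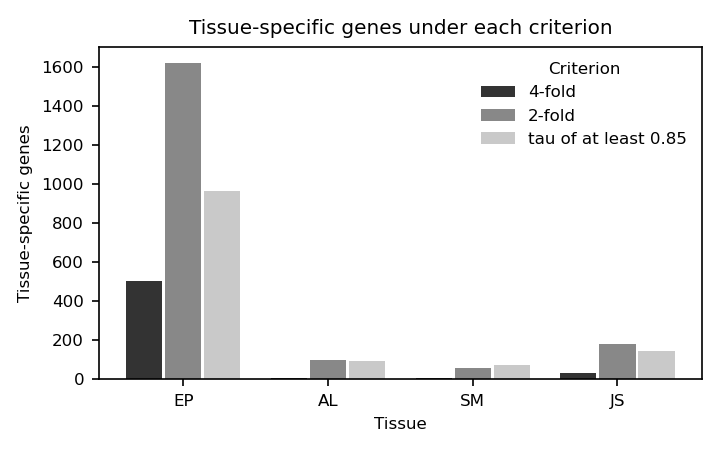
Number of tissue-specific genes of EP, AL, SM and JS under 3 criteria, at least 4-fold or at least 2-fold higher than in each other tissue, or tau of at least 0.85. The EP has 503, 1624 and 967 genes, the most under each.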

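In each tissue, stage 1 had the most genes expressed at least 2-fold higher than in each of the other 23 samples. There were 120 such genes in EP1, 158 in AL1, 126 in SM1 and 183 in JS1, from limma at an adjusted p under 0.05. The largest numbers at a later stage were 42 in EP2, 19 in AL6, 14 in SM4 and 36 in JS6. The gene orange1.1t05126 had an FPKM of 7628 ± 3840 (SD, n = 3) in EP1, and the next sample was EP2 with 1312 ± 1540. Cs6g04470 was at 797.4 ± 218 (SD, n = 3) in AL1 and 351.1 ± 99.8 in SM1. Cs5g15300 was at 1561 ± 120 in SM1 and 280.8 ± 212 in SM2, and Cs5g25660 at 1465 ± 104 and 309.1 ± 212. Cs8g04070 was at 1563 ± 372 in JS1 and 463 ± 92 in SM2. At least 4-fold higher expression left 19 genes in EP1, 18 in AL1, 32 in SM1 and 22 in JS1, which were still the most of each tissue. At 2-fold, AL2 had 35 genes in place of 1 when the 3 libraries closest to another sample were left out, and SM4 had 34 without replicate 2.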

**Fig. 4:**
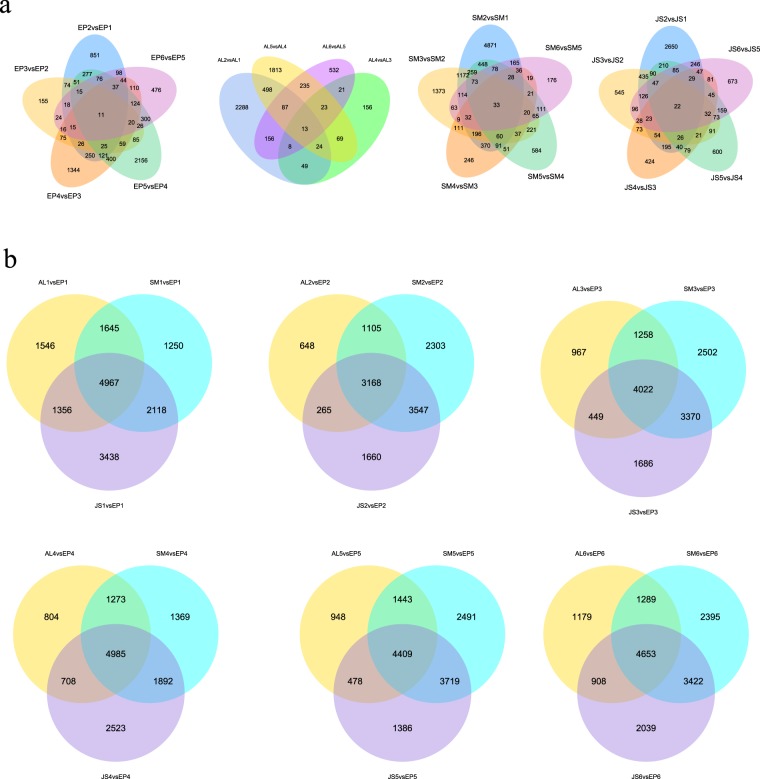
Veen plot shows differentially expressed genes in different tissues at the same stage (**a**) and among different stages in the same tissue (**b**).

**Fig. 5:**
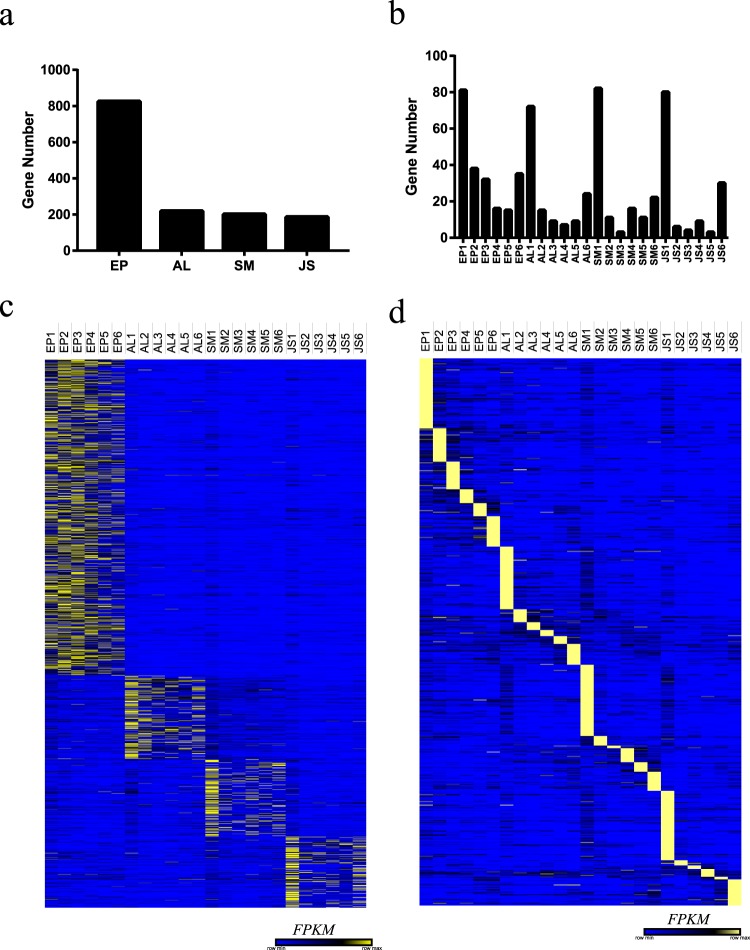
Screening of the spatiotemporal expression genes. (**a**) The number of tissue-specific genes. (**b**) The number of sample-specific genes. (**c**) Heat-map analysis of tissue-specific genes. (**d**) Heat-map analysis of sample-specific genes.

### ISA-Tab metadata file

Download metadata file

## Online-only Table

**Online-only Table 1:** Statistics analyses of the 72 transcriptomes prepared from 24 samples.

Samples	RIN	Library layout	Clean bases	GC(%)	Q30(%)	Total reads	Total mapped	Uniquely mapped	Biosample accession	Tissue
EP_1_1	7.7	Paired	8.93G	44.06	92.43	59523740	45424115 (76.31%)	43462401 (73.02%)	GSM3581015	Epicarp
EP_1_2	7.5	Paired	8.07G	44.01	92.5	53786352	41070563 (76.36%)	39298671 (73.06%)	GSM3581016	Epicarp
EP_1_3	7.1	Paired	8.23G	44.02	92.71	54858752	42326242 (77.15%)	40620785 (74.05%)	GSM3581017	Epicarp
EP_2_1	7.4	Paired	7.37G	44.14	92.27	49110318	37656718 (76.68%)	36197028 (73.71%)	GSM3581018	Epicarp
EP_2_2	8.1	Paired	7.99G	44.48	92.6	53234154	40001604 (75.14%)	38262194 (71.88%)	GSM3581019	Epicarp
EP_2_3	7	Paired	7.47G	44.62	92.57	49815492	37654138 (75.59%)	36130331 (72.53%)	GSM3581020	Epicarp
EP_3_1	6.8	Paired	7.7G	44.18	92.3	51327504	37005506 (72.1%)	35645562 (69.45%)	GSM3581021	Epicarp
EP_3_2	7.6	Paired	8.04G	44.42	91.87	53567894	39313515 (73.39%)	37800834 (70.57%)	GSM3581022	Epicarp
EP_3_3	7.8	Paired	7.99G	44.53	91.75	53285840	39667085 (74.44%)	38260168 (71.8%)	GSM3581023	Epicarp
EP_4_1	8.4	Paired	8.03G	43.69	92.55	53543904	40962312 (76.5%)	39592087 (73.94%)	GSM3581024	Epicarp
EP_4_2	7.5	Paired	7.71G	43.76	91.3	51376358	38712583 (75.35%)	37385806 (72.77%)	GSM3581025	Epicarp
EP_4_3	7.3	Paired	7.7G	45.17	92.68	51309006	38519920 (75.07%)	37249669 (72.6%)	GSM3581026	Epicarp
EP_5_1	7.4	Paired	6.41G	44.33	89.11	42707518	30281426 (70.9%)	29303990 (68.62%)	GSM3581027	Epicarp
EP_5_2	6.4	Paired	6.73G	44.63	91.26	44854942	32849747 (73.24%)	31819548 (70.94%)	GSM3581028	Epicarp
EP_5_3	6.4	Paired	7.81G	44.22	91.51	52082040	38886011 (74.66%)	37677544 (72.34%)	GSM3581029	Epicarp
EP_6_1	7.8	Paired	8.01G	44.18	91.91	53430626	39349328 (73.65%)	38118394 (71.34%)	GSM3581030	Epicarp
EP_6_2	7.2	Paired	8G	44.35	91.41	53344338	38984479 (73.08%)	37740747 (70.75%)	GSM3581031	Epicarp
EP_6_3	6.7	Paired	7.9G	44.23	91.46	52655072	39069562 (74.2%)	37906707 (71.99%)	GSM3581032	Epicarp
AL_1_1	6.4	Paired	7.2G	44.57	92.31	48017132	36856574 (76.76%)	35728876 (74.41%)	GSM3581033	Albedo
AL_1_2	7.9	Paired	6.4G	44.6	92.08	42676132	32699791 (76.62%)	31582453 (74%)	GSM3581034	Albedo
AL_1_3	7.6	Paired	7.24G	44.76	92.34	48266214	36778487 (76.2%)	35600098 (73.76%)	GSM3581035	Albedo
AL_2_1	7.5	Paired	8.19G	45.05	91.67	54589638	40760109 (74.67%)	39655006 (72.64%)	GSM3581036	Albedo
AL_2_2	7	Paired	7.02G	45.4	92	46773600	35080122 (75%)	34093101 (72.89%)	GSM3581037	Albedo
AL_2_3	6.7	Paired	8.24G	45.3	91.96	54946558	41234109 (75.04%)	40110455 (73%)	GSM3581038	Albedo
AL_3_1	6.7	Paired	7.56G	45.57	91.37	50386566	36153339 (71.75%)	35179880 (69.82%)	GSM3581039	Albedo
AL_3_2	7.2	Paired	7.67G	43.08	91.73	51103134	36490988 (71.41%)	35504180 (69.48%)	GSM3581040	Albedo
AL_3_3	7.9	Paired	7.73G	45.2	91.8	51539758	37198121 (72.17%)	36202282 (70.24%)	GSM3581041	Albedo
AL_4_1	6.6	Paired	9.43G	44.87	92.61	62837140	43706630 (69.56%)	42563090 (67.74%)	GSM3581042	Albedo
AL_4_2	6.5	Paired	7.27G	45.36	91.63	48437484	36242613 (74.82%)	35321058 (72.92%)	GSM3581043	Albedo
AL_4_3	7	Paired	7.43G	45.11	92.4	49520012	37499914 (75.73%)	36501276 (73.71%)	GSM3581044	Albedo
AL_5_1	7.8	Paired	7.09G	44.5	91.56	47255256	35251434 (74.6%)	34420208 (72.84%)	GSM3581045	Albedo
AL_5_2	7.6	Paired	7.89G	44.44	91.15	52626680	38699976 (73.54%)	37758416 (71.75%)	GSM3581046	Albedo
AL_5_3	8.2	Paired	6.51G	44.62	91.95	43415178	32459250 (74.76%)	31671772 (72.95%)	GSM3581047	Albedo
AL_6_1	7.4	Paired	7.66G	44.61	92.94	51095852	38555401 (75.46%)	37620279 (73.63%)	GSM3581048	Albedo
AL_6_2	7.7	Paired	8.77G	44.33	93.32	58499262	44858162 (76.68%)	43757691 (74.8%)	GSM3581049	Albedo
AL_6_3	7.8	Paired	6.62G	44.25	93.47	44118938	33639225 (76.25%)	32843714 (74.44%)	GSM3581050	Albedo
SM_1_1	8.4	Paired	8.28G	44.98	91.7	55180648	41817148 (75.78%)	40693246 (73.75%)	GSM3581051	Segment membrane
SM_1_2	7.9	Paired	7.18G	44.79	90.88	47840002	36012887 (75.28%)	35025307 (73.21%)	GSM3581052	Segment membrane
SM_1_3	8.2	Paired	7.67G	44.72	91.43	51102360	38830750 (75.99%)	37791572 (73.95%)	GSM3581053	Segment membrane
SM_2_1	8	Paired	9.2G	45.06	92.2	61365126	45709235 (74.49%)	44408849 (72.37%)	GSM3581054	Segment membrane
SM_2_2	8.4	Paired	8.44G	45.91	91.99	56285078	42539322 (75.58%)	41354602 (73.47%)	GSM3581055	Segment membrane
SM_2_3	8.5	Paired	8.04G	45.93	92.2	53602616	40199469 (75%)	39123903 (72.99%)	GSM3581056	Segment membrane
SM_3_1	9.1	Paired	8.31G	45.61	91.75	55399450	40155146 (72.48%)	39062697 (70.51%)	GSM3581057	Segment membrane
SM_3_2	8.7	Paired	7.28G	44.47	92.1	48564052	35758991 (73.63%)	34826095 (71.71%)	GSM3581058	Segment membrane
SM_3_3	8.2	Paired	7.94G	44.67	92	52932872	38673778 (73.06%)	37659942 (71.15%)	GSM3581059	Segment membrane
SM_4_1	7.4	Paired	6.21G	46.22	90.98	41404494	29957420 (72.35%)	29223088 (70.58%)	GSM3581060	Segment membrane
SM_4_2	8.9	Paired	6.77G	44.25	91.46	45150108	33898882 (75.08%)	33091294 (73.29%)	GSM3581061	Segment membrane
SM_4_3	8.9	Paired	8G	45.17	91.35	53320578	39686991 (74.43%)	38710054 (72.6%)	GSM3581062	Segment membrane
SM_5_1	9.2	Paired	6.86G	46.11	91.26	45753488	33414737 (73.03%)	32616406 (71.29%)	GSM3581063	Segment membrane
SM_5_2	8.5	Paired	6.76G	45.58	91.63	45096224	33237302 (73.7%)	32447208 (71.95%)	GSM3581064	Segment membrane
SM_5_3	8.5	Paired	6.67G	45.82	91.42	44468660	32669828 (73.47%)	31872112 (71.67%)	GSM3581065	Segment membrane
SM_6_1	9	Paired	6.58G	45.75	95.5	43888890	33710438 (76.81%)	32930703 (75.03%)	GSM3581066	Segment membrane
SM_6_2	8.6	Paired	7.15G	46.64	95.94	47687968	36348235 (76.22%)	35442322 (74.32%)	GSM3581067	Segment membrane
SM_6_3	8.5	Paired	8.56G	46.18	95.96	57059680	43548585 (76.32%)	42523427 (74.52%)	GSM3581068	Segment membrane
JS_1_1	9.2	Paired	7.11G	44.96	91.38	47384024	35407896 (74.73%)	34434798 (72.67%)	GSM3581069	Juice sacs
JS_1_2	8.6	Paired	6.96G	44.7	91.63	46416938	34564741 (74.47%)	33613404 (72.42%)	GSM3581070	Juice sacs
JS_1_3	8.4	Paired	7.1G	45.43	91.61	47356512	35196276 (74.32%)	34238640 (72.3%)	GSM3581071	Juice sacs
JS_2_1	9.2	Paired	6.3G	45.76	92	42027790	31111449 (74.03%)	30269971 (72.02%)	GSM3581072	Juice sacs
JS_2_2	8.9	Paired	6.6G	45.63	92.05	43973404	32439775 (73.77%)	31552648 (71.75%)	GSM3581073	Juice sacs
JS_2_3	9.1	Paired	6.09G	45.73	91.75	40632284	29582071 (72.8%)	28823884 (70.94%)	GSM3581074	Juice sacs
JS_3_1	8.7	Paired	7.02G	45.46	92.34	46823064	34779287 (74.28%)	33844989 (72.28%)	GSM3581075	Juice sacs
JS_3_2	8.7	Paired	8.24G	45.49	92.5	54901224	40850785 (74.41%)	39789485 (72.47%)	GSM3581076	Juice sacs
JS_3_3	9.1	Paired	9.02G	45.91	92.35	60127274	43784660 (72.82%)	42661615 (70.95%)	GSM3581077	Juice sacs
JS_4_1	7.3	Paired	7.45G	45.07	93.68	49683580	38281123 (77.05%)	37405696 (75.29%)	GSM3581078	Juice sacs
JS_4_2	7.3	Paired	7.2G	44.88	93.51	48018170	37371494 (77.83%)	36513354 (76.04%)	GSM3581079	Juice sacs
JS_4_3	8.8	Paired	7.38G	44.86	93.47	49177396	38470541 (78.23%)	37601264 (76.46%)	GSM3581080	Juice sacs
JS_5_1	9.7	Paired	8.28G	46.1	92.05	55226718	41170157 (74.55%)	40225994 (72.84%)	GSM3581081	Juice sacs
JS_5_2	9.5	Paired	7.25G	45.93	91.49	48335866	35303777 (73.04%)	34491366 (71.36%)	GSM3581082	Juice sacs
JS_5_3	8.7	Paired	7.93G	45.56	91.69	52877896	38891288 (73.55%)	37971781 (71.81%)	GSM3581083	Juice sacs
JS_6_1	9.3	Paired	9.3G	44.67	93.21	61988428	48023590 (77.47%)	46884551 (75.63%)	GSM3581084	Juice sacs
JS_6_2	9.4	Paired	8.8G	45.63	93.19	58673662	45048041 (76.78%)	44015119 (75.02%)	GSM3581085	Juice sacs
JS_6_3	9.2	Paired	9.55G	44.8	92.91	63669642	49200769 (77.28%)	48083939 (75.52%)	GSM3581086	Juice sacs

How the deposited data were processed for this re-analysis (not part of the article)

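Total RNA of 4 fruit tissues (EP, AL, SM and JS) at 6 stages, with 3 biological replicates of each of the 24 samples, was sequenced in 72 libraries. The authors removed reads with adapters, undetermined bases or low quality, mapped the clean reads to the C. sinensis genome with TopHat v2.0.12, and used HTSeq v0.6.1 for the FPKM values that they deposited, 1 value per gene and library. The submitters' processing notes name TopHat2, Cufflinks and HTSeq 0.6.1. The authors tested read counts with DESeq2. Those counts were not used here, and the deposited FPKM values were tested on the log2 scale in place of counts. All 72 columns were matched to a sample by name.

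Genes are named by the IDs of the table, since 0 of the 30940 IDs matched the reference table. The gene lists chosen in advance for carotenoid synthesis, photosynthesis, cell walls, sugars, acids, other pathways and markers of other tissues could not be matched to any ID, and their tests were not run. Strand and reads shared between near-identical genes could not be checked from FPKM values.

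Because the FPKM of a gene steps in whole multiples of 1 fragment, the fragments of each gene and library were recovered from the steps, with a tolerance of 0.0001 fragments. They came out whole for 27759 of the 27759 genes above 0, which gave 15365222 to 25424359 fragments per library. The recovery was tested on simulated data for 30940 genes, where 98.4% of the 27481 genes with fragments, and 99.87% of the 25625 genes seen in at least 3 libraries, came back exactly. A count test was not the main test, since the fragments are derived values. They were used for limma-voom as an alternative.

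Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend and robust settings) on log2(FPKM + 1), with a Benjamini-Hochberg adjusted p under 0.05 and no fold threshold. A gene entered a test when it had an FPKM of at least 1 in at least 3 of the libraries compared. Consecutive stages (20 comparisons), tissues against EP at the same stage (18 comparisons) and stage 6 against stage 1 were each fitted on their own 6 libraries. Tissue averages and the difference between tissues in the change from stage 1 to stage 6 were contrasts in a single fit of all 24 groups. Without a block, that fit takes the libraries as independent, though the same trees gave every tissue and stage. Tissue-specific genes were at least 4-fold above each other tissue in that fit, and sample-specific genes at least 2-fold above each other sample. These tests, the alternatives listed below as chosen then, and the rule for naming genes were written before the data were examined. The rule took the 5 highest and 5 lowest log2 fold changes of each main comparison among genes with an adjusted p under 0.05, no overlap between the groups and a mean FPKM of at least 10 in the higher group. It also took the 5 tissue-specific and 3 sample-specific genes of stage 1 with the highest mean FPKM. As the IDs have no names, at most 2 genes in each direction, tissue or sample are printed. With 3 libraries against 3, chance keeps the 2 groups of a gene from overlapping in 10% of genes.

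Simulated data drawn for the 16738 genes of EP5 vs. EP4 tested the calls of 3 libraries against 3 with few genes changed. Of 100 genes changed by 1 on the log2 scale 49% were called, of 100 genes changed by 2 91% were called, and 8 other genes were called. For EP average vs. AL average, on 18835 simulated genes, 98% of changes of 1 and 100% of changes of 3 were called, with 8 wrong calls. The changed genes had a mean log2(FPKM + 1) above 1. Far fewer genes were changed than the 5101 called in the real EP5 vs. EP4, which makes the adjusted p stricter. Noise was drawn for each gene alone. The shares called are thus not those of the real comparisons, and the wrong calls leave out effects shared by the genes of a library.

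The shares of tissue and stage were computed with PERMANOVA (adonis2 of vegan 2.7.1) of Euclidean distances on log2(FPKM + 1), after a test on 2000 simulated genes with a tissue effect and no stage effect (tissue 45.4% and stage 4% of the variation, permutation p = 0.486 for stage). NMDS in 2 dimensions had a stress of 0.148. The distance of EP and the order of counts were tested over stages with exact sign-flip permutation tests (two-sided). These tests take the stages as independent, though the same trees were sampled at each. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

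By the paper's sampling, 9 trees in groups of 3 gave the biological replicates, and every tree was sampled at each stage, so a pairing of libraries by replicate number would rest on shared trees. The paper does not say which group a number stands for. The test without a block was written as the main test, and counts with the replicate number as a block are given beside it where they moved by over 1.5 times. In the libraries themselves, those of the same number deviated together, with each of the 3 correlations of their deviations from the group means above 0.1, in 8 of 42 comparisons of 2 samples (EP3 vs. EP2, EP6 vs. EP5, EP6 vs. EP1, JS3 vs. EP3, and AL vs. EP at stages 2, 4, 5 and 6). The correlations ranged from -0.37 to 0.63 with a median of 0.09. The correlations, with a threshold set in advance, and the reading of the numbers as groups of trees came after the counts with a block had been seen.

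The alternatives chosen then were a pseudocount of 0.1, no filter on low values, a replicate block, a single fit of all 24 groups, median-ratio scaling, each replicate left out in turn, other criteria for specific genes, other distances and correlations, and each stage left out for tissue-specific genes. Limma-voom on recovered fragments, leaving out 3 libraries closest to another sample, leaving out the 55 genes that were among the 10 highest of any library, and every alternative for the change from stage 1 to stage 6 were chosen after seeing the data. Depth limits the precision of genes with few fragments, and FPKM values give levels relative to the other genes of a library, not the amount of mRNA in a tissue.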

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

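The splits of the libraries, the test of fragments against mapped reads and the alternatives for the change from stage 1 to stage 6 were chosen after the results were seen.

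The change from stage 1 (50 DAF) to stage 6 (220 DAF) differed between the EP and each other tissue, by limma's test of the difference at an adjusted p under 0.05 over 20077 genes. It differed in 8848 genes for the AL, 8101 for the SM and 8255 for the JS. Genes that were called in both tissues with opposite directions numbered 406 (higher in the EP, lower in the AL) and 770 (lower in the EP, higher in the AL). For the SM they numbered 617 and 446, and for the JS 559 and 413. These numbers rest on the FPKM values as deposited and were not counted again with median-ratio scaling, which can turn the direction of a call. For the AL, 29.1% of the called differences were lower in the AL than in the EP, but 54.8% of 6731 with median-ratio scaling, so that balance follows the scaling. Of 100 splits of the libraries within stages, the real one included, 1 gave a count as large in each of the 3 tests. The highest of the others were 553, 1355 and 907. Such splits mix the tissues, so they cannot tell a difference in the change from any other difference between tissues. No conclusion on the change is drawn from them.

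Genes with IDs outside the Cs and orange1.1t series, all of the form of Novel00375, entered the tests too. The paper names no gene by ID and does not say how these genes were defined. Gene models built from these same reads would be expressed by construction, so their expression is no result by itself. Of the 1534 genes of this series, 1143 entered the fit of all 24 groups, with an FPKM of at least 1 in at least 3 libraries. By their tissue mean, 712 reached an FPKM of 1 in the EP, 575 in the AL, 526 in the SM and 567 in the JS. Among the tissue-specific genes, 15 were from this series in the EP, 1 in the AL, 0 in the SM and 2 in the JS. No explanation was tested for these values.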

How the results depend on the processing

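Limma-voom, leaving out the highest genes, leaving out 3 libraries closest to another sample, and all alternatives for the change from stage 1 to stage 6 were chosen after the results were seen. The 44 values of named genes kept their direction and their call in every alternative run on them, including 573 of 573 values with a replicate left out. These genes were named for the largest changes in the same data, with no overlap between the groups. Their stability was thus likely beforehand and does not extend to other genes. Of 48 counts of differentially expressed genes, 48 stayed within 1.5 times with a pseudocount of 0.1, with median-ratio scaling, with limma-voom and without the highest genes, 44 with no filter, 41 with a replicate block, 28 of 42 in a single fit of all 24 groups, 10 of 15 without the 3 libraries, and 263 of 369 with a replicate left out. The distance of the EP kept its direction with Bray-Curtis distances, with a replicate left out and without the 3 libraries, the only alternatives run on it. Its exact permutation p stayed at 0.03125, the smallest that 6 stages allow. Depth limits genes with few fragments most, and 3 libraries against 3 limit small changes. The cause of the moved counts was not tested. Gene list tests were not run, since no ID had a name.

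With no filter, EP3 vs. EP2 had 569 genes, AL4 vs. AL3 118, SM4 vs. SM3 1307 and JS4 vs. JS3 973. With a replicate block, EP2 vs. EP1 had 1715 genes, EP3 vs. EP2 1524, EP6 vs. EP5 3195, AL4 vs. AL3 722, AL6 vs. AL5 952, SM4 vs. SM3 1348 and JS3 vs. JS2 3003. The block moved no other total of differentially expressed genes by over 1.5 times, but it also moved 11 of 38 counts of genes called in a single comparison, given below, and changed no other call than those given here. In 4 of 42 comparisons every library correlated best with its own number, and in 8 of 42 all 3 correlations passed 0.1, of which EP3 vs. EP2 and EP6 vs. EP5 are among the moved counts. In a single fit of all 24 groups, EP2 vs. EP1 had 5282 genes, EP3 vs. EP2 3306, EP6 vs. EP5 1000, AL2 vs. AL1 8887, AL3 vs. AL2 160, AL4 vs. AL3 4565, AL5 vs. AL4 5489, AL6 vs. AL5 874, SM4 vs. SM3 4945, SM6 vs. SM5 613, JS3 vs. JS2 3269, JS4 vs. JS3 2731, AL2 vs. EP2 7635 and AL3 vs. EP3 9387. Without the 3 libraries, EP2 vs. EP1 had 6298 genes, EP3 vs. EP2 2463, AL3 vs. AL2 424, AL4 vs. AL3 929 and AL2 vs. EP2 1612.

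Of 38 counts of genes called in only 1 comparison of a tissue, or in only 1 of the 3 tissues at a stage against the EP, 38 stayed within 1.5 times with a pseudocount of 0.1, with median-ratio scaling and with limma-voom, 36 with no filter, 27 with a replicate block, 20 in a single fit of all 24 groups, and 104 of 228 with a replicate left out. With a replicate block, they went from 1058 to 468 in EP2 vs. EP1, 195 to 302 in EP3 vs. EP2, 506 to 1138 in EP6 vs. EP5, 117 to 236 in AL4 vs. AL3, 751 to 338 in AL6 vs. AL5, 281 to 99 in SM4 vs. SM3, 238 to 99 in SM6 vs. SM5, 464 to 871 in JS3 vs. JS2, 657 to 350 in JS5 vs. JS4, 341 to 626 in AL2 vs. EP2 and 385 to 224 in AL3 vs. EP3. With no filter, AL4 vs. AL3 had 41, the fewest of a tissue, and EP3 vs. EP2 had 107. In a single fit of all 24 groups, AL4 vs. AL3 had 1344 and AL2 vs. EP2 had 1058, and the fewest against the EP were 628. SM2 vs. SM1 had the most of a tissue, above JS2 vs. JS1, with a pseudocount of 0.1 (4601 and 4547), no filter (6060 and 5278), median-ratio scaling (4466 and 3783) and limma-voom (4651 and 4592). With a replicate left out, the fewest of a tissue ranged from 0 (without AL4 replicate 1, AL4 replicate 2 or AL3 replicate 3) to 195 (without AL3 replicate 1) and the most from 4584 (without any replicate of JS1, among others) to 5927 (without SM3 replicate 2). The fewest against the EP ranged from 113 (without AL2 replicate 3) to 385 (without any replicate of SM2) and the most from 2404 (without SM4 replicate 2, JS4 replicate 2 or JS4 replicate 3) to 4042 (without JS5 replicate 1). With a replicate of either sample left out, AL4 vs. AL3 ranged from 0 to 260 (without AL3 replicate 1), JS2 vs. JS1 from 2321 (without JS1 replicate 1) to 5108 (without JS2 replicate 2), and AL2 vs. EP2 from 113 (without AL2 replicate 3) to 221 (without AL2 replicate 1).

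The share of lower genes crossed 50% with median-ratio scaling in 15 of 47 comparisons, which were EP2 vs. EP1 (49.5%), EP3 vs. EP2 (58.3%), EP4 vs. EP3 (53.8%), AL2 vs. AL1 (64.9%), AL5 vs. AL4 (50.6%), SM4 vs. SM3 (61.6%), SM5 vs. SM4 (39.7%), JS4 vs. JS3 (55%), JS5 vs. JS4 (45.0%), AL1 vs. EP1 (47.7%), SM1 vs. EP1 (47.1%), JS6 vs. EP6 (49.0%), SM6 vs. EP6 (50.0%, 5219 lower and 5223 higher genes), AL6 vs. AL1 (55.8%) and the difference of AL6 vs. AL1 from EP6 vs. EP1 (54.8%). With no filter it crossed in EP3 vs. EP2 (53.8%), EP4 vs. EP3 (50.2%) and AL2 vs. AL1 (52.1%), with a replicate block in AL2 vs. AL1 (52.2%) and AL6 vs. EP6 (49.5%), and in a single fit of all 24 groups in EP4 vs. EP3 (53.8%). Without the highest genes it crossed in EP3 vs. EP2 (55.1%), AL6 vs. EP6 (49.7%) and the differences of SM6 vs. SM1 (46.9%) and JS6 vs. JS1 (42.7%) from EP6 vs. EP1. With a replicate left out, 24 of 361 shares crossed 50%. Where any did, the ranges were EP3 vs. EP2 37.5% to 59.3% (without EP2 replicate 1 and EP3 replicate 1), EP4 vs. EP3 40.2% to 51.8% (without EP3 replicate 2 and EP4 replicate 2), AL2 vs. AL1 45.2% to 59.3% (without AL2 replicate 1 and AL2 replicate 2), AL5 vs. AL4 39.2% to 52.2% (without AL4 replicate 3 and AL5 replicate 2), SM4 vs. SM3 31.7% to 50.9% (without SM3 replicate 1 and SM4 replicate 3), SM5 vs. SM4 43.2% to 63.4% (without SM4 replicate 3 and SM4 replicate 1), JS6 vs. JS5 34.6% to 79.3% (without JS5 replicate 3 and JS6 replicate 3), AL6 vs. EP6 45.7% to 60.3% (without EP6 replicate 3 and AL6 replicate 2) and the difference of SM6 vs. SM1 from EP6 vs. EP1 49.5% to 53.6% (without replicate 2 and replicate 1).

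Tissue-specific genes numbered 1225 in the EP, 20 in the AL, 23 in the SM and 68 in the JS with a pseudocount of 0.1, 1465, 47, 44 and 95 with limma-voom, 1624, 96, 58 and 182 at 2-fold, and 967, 92, 72 and 145 with tau of at least 0.85. Without stage 3 the AL had 5, and without stage 1 or stage 5 the SM had 8 each. At 4-fold, sample-specific genes numbered 19 in EP1, 18 in AL1, 32 in SM1 and 22 in JS1. Of 160 counts of stages 2 to 6 under the alternatives, 109 stayed within 1.5 times. The mean replicate r was 0.964 on FPKM without a log. The stage share minus the tissue share, 3.5 percentage points, was 19.4 with Bray-Curtis distances and -2.2 with a pseudocount of 0.1, which turned its sign, and 1.4 to 8.0 with a replicate left out (lowest without replicate 2, highest without replicate 1). The pseudo-F of tissue minus that of stage, 18.4, was -0.9 with Bray-Curtis distances, 4.5 with genes scaled, and 11.3 to 12.6 with a replicate left out (lowest without replicate 1, highest without replicate 3). Without adjustment over the 3 comparisons, the mean count against the EP of the SM minus that of the AL passed the exact permutation test with a replicate block (3382) and median-ratio scaling (3524). That of the JS minus the AL, also without adjustment, passed in the main test but not in a single fit of all 24 groups (2036). With adjustment, neither passed in the main test (p = 0.09375 each, exact permutation tests).

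With a replicate left out, the ranges (with the library left out at each end) were EP2 vs. EP1 729 to 6298 (without EP1 replicate 2 and EP2 replicate 1), EP3 vs. EP2 77 to 2463 (without EP3 replicate 2 and EP2 replicate 1), EP4 vs. EP3 1038 to 3269 (without EP4 replicate 2 and EP3 replicate 3), EP5 vs. EP4 2695 to 4765 (without EP4 replicate 2 and EP5 replicate 3), EP6 vs. EP5 624 to 2001 (without EP6 replicate 1 and EP6 replicate 3), AL2 vs. AL1 1489 to 5950 (without AL1 replicate 3 and AL2 replicate 1), AL4 vs. AL3 0 to 929 (without AL4 replicate 1 and AL3 replicate 1), AL5 vs. AL4 1368 to 3759 (without AL5 replicate 1 and AL4 replicate 2) and AL6 vs. AL5 410 to 1430 (without AL6 replicate 1 and AL6 replicate 3). In the SM and JS they were SM3 vs. SM2 1957 to 5828 (without SM2 replicate 2 and SM3 replicate 1), SM4 vs. SM3 368 to 3804 (without SM3 replicate 2 and SM3 replicate 1), SM5 vs. SM4 975 to 4408 (without SM5 replicate 2 and SM4 replicate 1), SM6 vs. SM5 486 to 1125 (without SM6 replicate 3 and SM6 replicate 1), JS2 vs. JS1 4272 to 7426 (without JS1 replicate 1 and JS2 replicate 2), JS3 vs. JS2 903 to 1527 (without JS3 replicate 2 and JS3 replicate 1), JS4 vs. JS3 312 to 2272 (without JS3 replicate 2 and JS3 replicate 1), JS5 vs. JS4 490 to 3152 (without JS5 replicate 1 and JS5 replicate 3) and JS6 vs. JS5 508 to 7094 (without JS5 replicate 1 and JS5 replicate 3). AL4 vs. AL3 also had 0 genes without AL4 replicate 2 (1789 and 1955 genes at an unadjusted p under 0.05 without AL4 replicate 1 and AL4 replicate 2, by limma, the only tool run there). Against the EP they were AL2 vs. EP2 884 to 3108 (without EP2 replicate 2 and AL2 replicate 1), AL3 vs. EP3 920 to 5556 (without EP3 replicate 2 and AL3 replicate 2), JS3 vs. EP3 5911 to 9527 (without EP3 replicate 2 and JS3 replicate 1), AL4 vs. EP4 2758 to 6370 (without EP4 replicate 2 and AL4 replicate 3), SM4 vs. EP4 4016 to 8428 (without EP4 replicate 2 and SM4 replicate 2), JS4 vs. EP4 5330 to 8854 (without EP4 replicate 2 and JS4 replicate 1), AL5 vs. EP5 3420 to 5593 (without EP5 replicate 1 and AL5 replicate 3), JS5 vs. EP5 5353 to 10657 (without EP5 replicate 1 and JS5 replicate 3) and AL6 vs. EP6 4171 to 6240 (without EP6 replicate 1 and AL6 replicate 3). The difference in the change from stage 1 to stage 6 from that of the EP ranged from 5566 (without replicate 3) to 7567 (without replicate 1) for the AL, 5318 (without replicate 2) to 7406 (without replicate 1) for the SM and 5095 (without replicate 2) to 7549 (without replicate 1) for the JS.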

Differences from the paper's values

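The paper names no criterion for specific genes, so counts of specific genes are set beside its counts at the criteria used here. The reading of its ranges as genes called in a single comparison was chosen after its figures were seen.

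For tissue-specific genes, the paper's counts are 825 in the EP, 219 in the AL, 201 in the SM and 186 in the JS, against 503, 3, 5 and 29 here. For the EP, the alternatives set before the data were examined that came within 1.5 times were a pseudocount of 0.1 (1225), tau of at least 0.85 (967) and leaving out stage 1 (588) or stage 6 (568). The 2-fold criterion (1624), no filter (503), the replicate block (503), leaving out any replicate (495, 506 and 524) and leaving out stages 2 to 5 (491, 463, 462 and 544) did not. For the JS, the 2-fold criterion (182) and tau (145) came within 1.5 times, and the other settings (25 to 95) did not. For the AL and SM, none of the settings run did, the highest being 96 and 72. The paper's order of AL above SM above JS in these counts was found with none of them for the 3 tissues at once; the EP was highest in all.

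Against the EP, the paper's text gives 1000 as the lower end of its range, and 341 genes were found here as the fewest called in only 1 tissue. A pseudocount of 0.1 (328), no filter (376), the replicate block (224), a single fit of all 24 groups (628), median-ratio scaling (372) and leaving out any replicate of any sample (113 to 385) did not come within 1.5 times. The paper's total for AL2 vs. EP2 is about 5200 in Fig. 4b, read by eye, against 3317. No filter (3827), the replicate block (4634) and a single fit of all 24 groups (7635) came within 1.5 times, while a pseudocount of 0.1 (3186), median-ratio scaling (3332) and leaving out any replicate (884 to 3108) did not. For AL3 vs. EP3 it is about 6700 in Fig. 4b, read by eye, against 4438. No filter (5195), a single fit (9387) and leaving out replicate 1 (5151) or 2 (5556) of AL3 came within 1.5 times, while a pseudocount of 0.1 (4235), the replicate block (3818), median-ratio scaling (4054) and the other left-out replicates (920 to 2711) did not.

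For genes called in JS2 vs. JS1 and in no other comparison of the JS, the paper shows about 2600 in Fig. 4a, read by eye, against 4585. Median-ratio scaling (3783) and leaving out any replicate of JS1 (2321, 2569 and 2451) or replicate 1 (3729) or 3 (3549) of JS2 came within 1.5 times. A pseudocount of 0.1 (4547), no filter (5278), the replicate block (4539), a single fit (4678) and leaving out replicate 2 of JS2 (5108) did not.

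For sample-specific genes, the paper shows about 72 in AL1, about 82 in SM1 and about 80 in JS1 in Fig. 5b, read by eye, against 158, 126 and 183. Leaving out replicate 1 (98) or 2 (93) came within 1.5 times in SM1, and the other settings there (32 to 144) did not. None of the settings did, those chosen after seeing the data included, in AL1 (18 to 162) or JS1 (22 to 206).

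Of the other values compared, 17 of 19 totals and 18 of 19 counts of genes called in a single comparison did not differ by this rule.

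The paper orders the numbers of genes against the EP as JS above SM above AL. Here the JS had more than the AL at 6 of 6 stages, but more than the SM at 2 of 6 stages. The paper states that tissues differed more than stages. Here stage held 38.8% of the variation and tissue 35.3%, but the pseudo-F, which takes the number of tissues and stages into account, was larger for tissue (53.8) than for stage (35.4). With a pseudocount of 0.1 tissue held the larger share too (37.7% and 35.5%). With Bray-Curtis distances stage had the larger share (47.2% and 27.8%) and the larger pseudo-F (46.7 and 45.8). The paper gives EP5 vs. EP4 as the largest comparison in the EP, as was also found here (5101 genes), except in a single fit of all 24 groups (4310 against 5282 in EP2 vs. EP1) and without replicate 1 of EP2 (6298 in EP2 vs. EP1). EP5 vs. EP4 had 2695 genes without replicate 2 of EP4, against 2804 in EP2 vs. EP1, and 2722 and 3175 without replicates 1 and 2 of EP5, against 3507 in EP4 vs. EP3.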

Other observations

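The depth test, the splits of the libraries and the changes described first were chosen after the results were seen.

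From stage 1 to stage 6, 10564 genes changed in the EP, 11197 in the AL, 11633 in the SM and 12723 in the JS, by limma on 6 libraries each. Cs9g16640, which was nearly absent from young fruit, had an FPKM of 299.4 ± 7.26 (SD, n = 3) in EP6, 524 ± 88.7 in AL6, 506.2 ± 76.9 in SM6 and 992.9 ± 89.9 in JS6. Its log2 fold changes were 8.11, 8.91, 8.97 and 9.94, with adjusted p of 2.02e-08, 6.69e-08, 3.21e-09 and 1.33e-09 from limma. Cs6g12880 rose by 8.46 to 9.21 on the log2 scale. Both genes also rose in EP5 vs. EP4. The gene orange1.1t05560 went from 5733 ± 2120 (SD, n = 3) to 0.561 ± 0.321 in the EP, from 423.2 ± 116 to 0.336 ± 0.582 in the AL, from 4314 ± 1620 to 0.257 ± 0.0298 in the SM and from 2409 ± 591 to 0.0613 ± 0.106 in the JS. Cs5g16780 fell by 10.64 on the log2 scale in the EP, fell by 7.71 in the AL, fell by 8.39 in the SM and fell by 9.28 in the JS.

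Cs1g07330, singled out after its values were seen, was the highest gene in 52 of the 72 libraries and stood higher at stage 6 than at stage 1 in each tissue. Its mean FPKM was 1060 ± 648 (SD, n = 3) in EP1 and 41800 ± 2180 in EP6, 8040 ± 2380 in AL1 and 71300 ± 12600 in AL6, 2050 ± 862 in SM1 and 158000 ± 16500 in SM6, and 11400 ± 1710 in JS1 and 165000 ± 12400 in JS6. At stage 5 it was 48500 ± 4870 in the EP, above stage 6, 71700 ± 8820 in the AL, 116000 ± 28000 in the SM and 138000 ± 26400 in the JS. The gene has no name in the files, and its levels were not tested.

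Between AL3 and AL2 no gene was called, and replicate 1 of each sample stood apart from its replicates, while the split of the 6 libraries that exchanges those 2 libraries called 596 genes and the other 9 splits, the real one included, called 0. An exchange between the authors' mapping and the FPKM table is argued against, since 2 times the fragments would then be 1.185 and 0.949 of the uniquely mapped reads (1.021 to 1.1 in the 70 other libraries), and the uniquely mapped share in the paper's table follows the labels, at 72.64% in replicate 1 of AL2 (its replicates 72.89% and 73%) and 69.82% in replicate 1 of AL3 (69.48% and 70.24%), which does not settle an earlier exchange, as replicates of AL4 ranged from 67.74% to 73.71%. The 596 genes lie between the bounds set for and against an exchange (1000 and 100), so an earlier exchange cannot be told apart from an uneven development of the AL in these fruits. A score of genes that changed from stage 2 to 3 in other tissues put replicate 1 of AL2 at 2.16 (its replicates -0.2 and 0.41) and replicate 1 of AL3 at 0.45 (2.26 and 2.1). The same shift in whole fruits would show in the EP, SM and JS, where 2 of 6 positions followed it. Replicate 1 of EP2 did, at 0.45 (its replicates -0.24 and 0.14), and was closest to a library of EP3. Libraries of AL2 and EP2 with the same number deviated together (r = 0.47 for each). The other position that followed the shift was replicate 1 of SM3, at 1.1 (1.32 and 1.13). Replicate 1 of EP3 went the other way, at 1.53 (1.33 and 1.49), and those of SM2, JS2 and JS3 lay between their replicates. A shift of replicate 1 at stage 2 in the EP and AL thus stays open. Genes of the EP, SM or JS were on average at most 0.33 higher on the log2 scale in the 2 AL libraries than in their replicates. This was below the bound set in advance for a mixture of tissues. The 0.33 was in EP genes of replicate 1 of AL3, whose replicates differed by -0.06. In the same genes, the 2 other replicates of AL2 differed by 0.58, so the bound cannot exclude a mixture. Tissue of the EP, SM or JS in the 2 libraries thus stays open.

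The AL, SM and JS had more lower than higher genes against the EP, and so had JS2 and SM2 against stage 1. A few genes with very high FPKM are argued against as the cause, since leaving out the highest genes and rescaling the libraries kept a median of 69.5% lower genes against the EP, and at least 62.8% in JS2 vs. JS1 and SM2 vs. SM1. Deeper EP libraries are argued against too, since 71.0% were lower in the 8 comparisons where the inner tissue was the deeper and 68.9% in the other 10. Median-ratio scaling, which assumes that most genes stay level, moved the median of all genes from between -0.5 and 0.04 to between -0.07 and 0.02 on the log2 scale and the share of lower genes to a median of 53.2%. Whether the inner tissues hold less mRNA of most genes, or the same amounts in other proportions, stays open, since FPKM values measure no amount per cell.

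Changes from stage 1 to stage 6 may be shared by the 4 tissues, as a hypothesis. Among 14847 genes tested in all 4 tissues, 1635 were higher at stage 6 in each and 2006 were lower in each. Independent lists of the same sizes would give 127.8 and 217.3, so the counts were 12.79 and 9.23 times as many. They were 23.58 and 9.35 times as many with no filter, and 23.43 and 9.15 times in a single fit of all 24 groups. Such lists take every gene as equally likely to be called, while genes with high FPKM or little spread are easier to call in every tissue. How much of the excess comes from that was not separated, so independent changes are not excluded by these ratios. The 4 comparisons use different libraries, but the tissues were dissected from fruit of the same trees at the same stages, so the age of the fruit and the conditions at each harvest were not separated.

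The 41 comparisons of 2 samples that called any gene called 392 to 12723 genes. The highest count of another split was 8, but 10 splits, of which 1 gave a count as large, are too few for a share under 0.05. The same highest count covers the other splits that part each pair of libraries of a replicate number. For AL3 vs. AL2, 10 of 10 splits gave a count as large as 0. Of 100 splits of the libraries within stages, 1 gave as many genes as the tissue averages (13366 in the AL, 15947 in the SM and 15769 in the JS against EP, highest other 541, 2396 and 4738). The share of 1 in 100 shows only that the tissue labels of the libraries matter within stages. Such splits mix the tissues and widen the spread within groups, so low counts were likely beforehand. They do not measure how many of the called genes are right. For the tissue-specific genes, the highest other count was 0 in each tissue. Groups that mix the tissues can hardly hold a gene 4-fold above each other group. That 0 was near certain beforehand, and no conclusion is drawn from it. For the sample-specific genes, some other splits called more genes than the real one. Of 100 splits, the real one included, 3 gave as many for EP1 (120, highest other 182), 2 for AL1 (158, highest other 187) and 2 for JS1 (183, highest other 209), while for SM1 it was 1 (126, highest other 103). The median of the other splits was 0 for each sample. A random split can put the 3 replicates of a sample together under another label, and which splits did so was not checked. The shares therefore neither exclude an arbitrary grouping nor show that one exceeded the real groups.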
